A study of Mus musculus with 29 samples. Its data were reported in "Developmental air pollution exposure augments airway hyperreactivity, alters transcriptome, and DNA methylation in female adult progeny" (2025).

How the data were processed

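Lung DNA from 29 mouse libraries was profiled by whole-genome enzymatic methyl-sequencing (WGMS), in which enzymes convert unmethylated cytosines so that methylated cytosines can be read out by sequencing. The libraries fell into 4 groups given by the labels, namely Sham (n = 7), Sham-OVA (n = 7), PM (n = 7) and PM-OVA (n = 8). Sham or PM states whether the dam received saline or fine airborne particulate matter, and OVA states whether the offspring was challenged with ovalbumin, an egg protein used to induce allergic airways disease (AAD) in mice.

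Per the labels and the study's methods, the authors spiked the DNA with unmethylated lambda phage DNA, trimmed the reads with Trim Galore, mapped them to GRCm38 and called methylation with the DRAGEN methylation pipeline, and summarised the calls in SeqMonk. The deposited values are a percent methylation (%DNAm) per window and library, where the authors worked out a percentage at each base and averaged it over the bases of a window holding a set minimum of informative CpGs. Windows that overlapped an Ensembl gene were retained by the authors, and 1 gene was named for each window. No normalisation between libraries is described for the percentages, although the study's own test of differential methylation took library size as a covariate. Replicates were not pooled. The deposited table has neither read counts nor coverage, so the depth behind each percentage is unknown here although the study describes high coverage of each library. Hence no counting error can be given for a single value, and the precision of each comparison rests on the number of libraries. The labels used here name neither dam nor litter, so each library was treated as independent although the exposure was given to the dam. If libraries of a group share a dam, p-values of the maternal comparisons and of the interaction may be too small. Whether they do could not be checked. The lambda reads, the RNA data and windows outside genes were not analysed here.

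The table was checked against the GRCm38 sequence and the GENCODE M21 annotation of the same build. All 260686 windows lay within their chromosome, started and ended on a CpG cytosine, and shared no base with another window. The median window held 100 CpG cytosines over both strands, which is 50 CpG dinucleotides, and was 4788 bp long (range 213 to 707087 bp). In all, 14.7% of windows overlapped at least 2 annotated genes, so the gene name of a window is that of the file and can hide a neighbour. Exonic, untranslated and promoter bases (2000 bp upstream of a gene start) of each window were counted from GENCODE M21.

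A window was tested when every group had at least 3 values, which left 259167 windows and removed 1519, of which 1197 were on the Y chromosome. Because the table holds percentages, a count model was not used. Each percentage was transformed to the log2 ratio of methylated to unmethylated signal after adding 1 percentage point to both, and a linear model with the 4 groups was fitted to all 29 libraries with the moderated test of limma (version 3.58.1 in R 4.3.3, with the data.table package, version 1.17.8). Contrasts were tested with 2-sided p-values and Benjamini-Hochberg adjustment over all tested windows, namely OVA in Sham (Sham-OVA minus Sham), OVA in PM (PM-OVA minus PM), PM without OVA (PM minus Sham), PM with OVA (PM-OVA minus Sham-OVA), and the interaction (the OVA difference in PM minus that in Sham). A differentially methylated region (DMR) is a window with an adjusted p under 0.05 and a difference of group means of at least 10 percentage points. The study's minimum difference and groups were kept, whereas its stricter p threshold was set for a test of read counts and serves as an alternative. AAD DMRs were called with the same sign in both kinds of offspring, Sham-only DMRs for OVA in Sham alone, and PM-only DMRs for OVA in PM alone.

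Values with 1 number per library were compared with exact 2-sided permutation tests, and the interaction by permuting the maternal label within OVA and within unchallenged libraries. These values were the mean over tested windows, the mean over the windows of an immune list (30 genes) and of a lung structural list (30 genes) minus the mean over all windows, and scores of a principal component analysis of windows with a value in all libraries. The 2 lists share 0 genes, and expression of their genes in this tissue was not analysed here. Another list held 8 genes of the methylation machinery. Named windows were, for each OVA contrast, the 3 DMRs with the largest rise and the 3 with the largest fall (1 window per gene), and for the other contrasts the window with the smallest p where none was called. The window chosen in this way for PM with OVA is not reported here. These rules, the lists, the tests and most alternatives were set before the data were examined.

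The fitting code was tested on simulated data. Of 200 windows changed by 12 to 20 percentage points among 259167 simulated windows, 198 were recovered (99.0%) and 0 unchanged windows were called, and the interaction test recovered 189 of the 200. The spread was drawn independently for each window, the changed windows had intermediate methylation, and only Sham-OVA libraries were changed. These counts check the code, and give neither the rate of false calls nor the power for smaller differences in the real libraries. On 20000 complete windows the statistics equalled those of limma's own functions. Sequence and annotation were read with Python 3.11.15 and pysam 0.24.0.

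The alternatives covered the scale of the test, the offset of the log2 ratio (0.1), the groups in the fit, the replicate number as a block, an adjusted p of 1e-06, a minimum difference of 5 points, centring each library on the median difference of its windows from the mean of all libraries, windows with a value in every library and a mean of 10 to 90%, autosomes, the libraries without the pair of PM-OVA libraries marked Rel in the labels (the labels do not explain the mark, and n counts libraries), and the moderation. For library values the median over windows was tried, and for the components the 4 group means. Leaving out each of the 29 libraries in turn was added after the data had been seen, as was the mean of the methylation genes with its alternatives.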

Results

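Whole-genome methyl-sequencing of lung tissue was compared between 29 BALB/c offspring that the series describes as 13-week-old females. Their dams had been given saline (Sham) or fine particulate matter (PM), and the offspring were challenged with OVA or not, giving 7 Sham, 7 Sham-OVA, 7 PM and 8 PM-OVA libraries. The table gave a %DNAm score for 260686 windows overlapping genes, without counts or coverage, so the depth behind each value is unknown here. For the libraries as a whole, the study describes high coverage. The libraries had a value in 258952 to 260135 windows. Across windows with a value in all libraries, Pearson's r lay between 0.992 and 0.997 for the 91 pairs of libraries from the same group and between 0.983 and 0.997 for the 315 pairs from different groups, and 0 pairs were identical. Windows are not independent replicates, and these values describe the libraries only.

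The Y chromosome and the X chromosome set a single library apart. Sham replicate 1 had a value in 1224 of the 1230 windows of the Y chromosome, against 29 to 46 windows in the other 28 libraries. The X chromosome of that library had 5.95% of its windows under 10 %DNAm, against 0.365 to 0.488% in the other Sham libraries. Over 246 short X chromosome windows at promoters (under 1500 bp, where CpGs are dense), its median methylation was 0.631%, whereas the medians of the other libraries ranged from 24.8 to 32.9%. The library was kept in its group, and the counts without it are given where they matter.

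**Figure D1:**
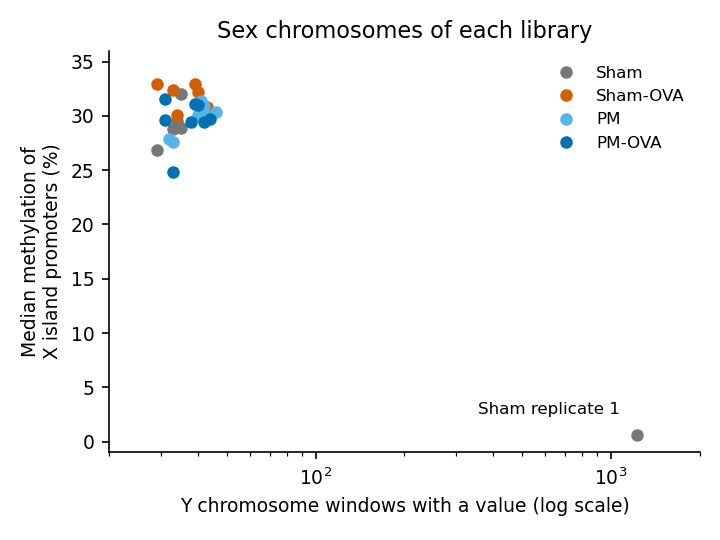
Each point is 1 of the 29 libraries, with the number of Y chromosome windows that had a value on the horizontal axis (log scale) and the median methylation (%) of 246 X chromosome promoter windows on the vertical axis. Sham replicate 1 sits at 1224 windows and 0.631%, and the other libraries at 29 to 46 windows and 24.8 to 32.9%.

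The first question was whether OVA challenge or maternal exposure moved the overall level of methylation. Mean window methylation was 69.1% ± 0.367 (SD, n = 7) in Sham, 68.8% ± 0.597 (SD, n = 7) in Sham-OVA, 69.4% ± 0.463 (SD, n = 7) in PM and 68.4% ± 0.392 (SD, n = 8) in PM-OVA. OVA lowered the mean in PM offspring by more than the spread between libraries, with a difference of -0.979 percentage points (exact permutation p = 0.00109, adjusted over 5 comparisons 0.00544), and 8 of 8 PM-OVA libraries lay below the PM mean. In Sham offspring the difference of -0.318 points was within the spread (exact permutation p = 0.26, adjusted 0.26). Maternal PM exposure gave a difference of 0.308 points without OVA (exact permutation p = 0.195, adjusted 0.243) and of -0.352 points with OVA (exact permutation p = 0.191, adjusted 0.243). The test of the interaction, which asks whether the effect of OVA depended on the dam, gave -0.66 points and did not pass the threshold (exact permutation p = 0.0594, adjusted 0.149). Taking the median over windows gave an interaction of -0.782 points. Leaving out Sham-OVA replicate 5 moved it most, to -0.819 points with an unadjusted exact permutation p of 0.0163, so that single libraries decided on which side of the threshold it fell.

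**Figure D2:**
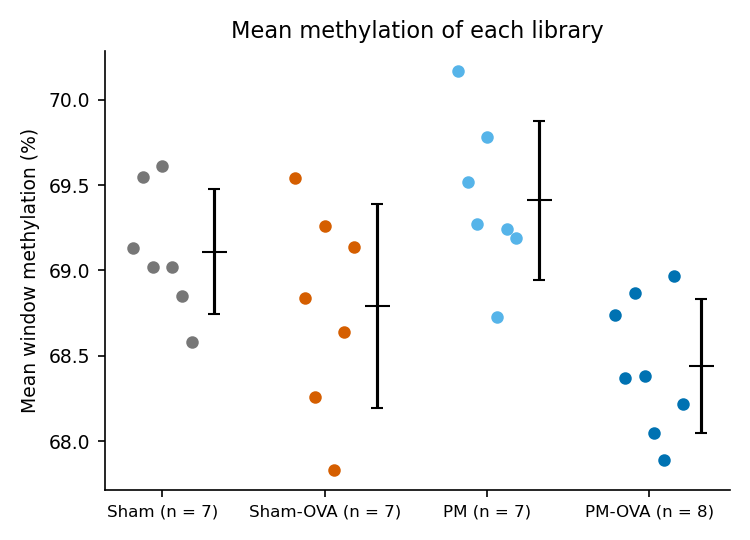
Points are the mean methylation (%) over all tested windows of each library, by group, and the black marks are the group mean with 1 SD. Group means range from 68.4% in PM-OVA to 69.4% in PM, and the vertical axis does not start at 0.

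Principal component analysis asked which contrast dominated. Over 258503 complete windows, component 1 held 32.3% of the variance and separated OVA from unchallenged libraries without overlap, with scores of at least 12.1 after OVA and at most -43.9 without it (permutation p = 1e-05, the smallest that 100000 permutations can give). The effect of OVA on component 1 was 114 in Sham and 119 in PM offspring, and the difference between these effects was within the spread (exact permutation p = 0.658, adjusted over 5 comparisons 0.747). Component 2 held 6.88% of the variance. Its interaction of -36.7 score units was within the spread between libraries (exact permutation p = 0.0839, adjusted over 5 comparisons 0.299). When the 4 group means were used in place of the libraries, component 1 held 85.0% and component 2 held 8.55% on the same scale, and 88.8% and 6.46% on the percent scale. On component 2 of the percent means, Sham-OVA (167) lay on the side of PM (195), and PM-OVA (-166) on the side of Sham (-196). That arrangement of 4 means has no replicate error of its own.

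OVA challenge was then tested window by window. In Sham offspring, 2008 of the 259167 windows were DMRs, of which 1242 (61.9%) were higher and 766 lower after OVA. In PM offspring there were 1513 DMRs, of which 682 (45.1%) were higher and 831 lower. These DMRs fell in 1367 and 1088 genes, respectively. Halving the minimum difference to 5 points moved the counts most, to 15435 and 15259 DMRs. Without a minimum difference, limma gave an adjusted p under 0.05 for 92210 windows in Sham and 114176 windows in PM offspring, of which 37.3% and 21% were higher after OVA. With each library centred, which by its construction brings such shares near 50%, there were 95628 and 109342 windows, of which 50.2% and 51.6% were higher. Without Sham replicate 1, OVA in Sham gave 1945 DMRs, and leaving out Sham-OVA replicate 7 gave 2419.

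Among windows that rose in Sham offspring, the largest difference was in Agap2 (ENSMUSG00000025422) on chromosome 10 from 127079868 to 127080411 (GRCm38), a window of 544 bp that lies entirely in exonic sequence. It went from 13.9% ± 2.78 (SD, n = 7) in Sham to 47.9% ± 8.5 (SD, n = 7) in Sham-OVA, a rise of 34.0 points (log2 ratio 2.45, SE 0.26; limma adjusted p = 5.93e-08). It also rose in PM offspring, from 22.2% ± 5.09 (SD, n = 7) to 48.5% ± 12.2 (SD, n = 8). Next came a window of Gm28308 (ENSMUSG00000101298) on chromosome 6 from 52201945 to 52203659, which also overlaps Hoxa3, Hoxa5 and Hoxaas3 and rose by 29.6 points (limma adjusted p = 8.36e-08), and an exonic window of Gfi1 (ENSMUSG00000029275) on chromosome 5 from 107721362 to 107721744, which rose by 27.5 points (limma adjusted p = 1.69e-06). The largest fall was in Cytip (ENSMUSG00000026832) on chromosome 2 from 58156260 to 58160444, a window with 637 exonic bp of which 389 bp are untranslated. It went from 63.8% ± 4.31 (SD, n = 7) to 33.9% ± 5.85 (SD, n = 7) in Sham offspring (limma adjusted p = 4.85e-09), and from 60.7% ± 4.67 (SD, n = 7) to 35.9% ± 5.12 (SD, n = 8) in PM offspring. It was followed by Bin2 (ENSMUSG00000098112, chromosome 15 from 100667744 to 100670140, with 587 bp of promoter), which fell by 26.2 points (limma adjusted p = 9.87e-08), and Rhoh (ENSMUSG00000029204, chromosome 5 from 65863076 to 65866824, exonic throughout), which fell by 26.0 points (limma adjusted p = 5.83e-10).

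In PM offspring the largest rises were in a second Agap2 window (chromosome 10 from 127091453 to 127092214, with 645 exonic bp), by 27.0 points (limma adjusted p = 1.78e-07), in Carmil2 (ENSMUSG00000050357, chromosome 8 from 105693829 to 105694357, with 236 exonic bp), by 26.6 points (limma adjusted p = 4.82e-07), and in the same Gm28308 window, by 25.0 points. The Carmil2 window went from 18.1% ± 3.3 (SD, n = 7) in PM to 44.7% ± 6.07 (SD, n = 8) in PM-OVA, and from 15.6% ± 6.22 (SD, n = 7) to 42.6% ± 6 (SD, n = 7) in Sham offspring. The largest fall by the rule was in Sgip1 (ENSMUSG00000028524) on chromosome 4 from 102880840 to 102882336, with 354 exonic bp, at -32.3 points, but it rested on 5 PM-OVA values with a wide spread. It went from 61.7% ± 15 (SD, n = 6) to 29.4% ± 24.2 (SD, n = 5) with a limma adjusted p of 0.0212, and that p rose to 0.0754 without PM-OVA replicate 5. After it came the Bin2 window, which fell by 25.8 points (limma adjusted p = 4.2e-08), and a window at the promoter of Mir142hg (ENSMUSG00000084796, chromosome 11 from 87755394 to 87757156, with 1671 bp of promoter), which fell by 25.3 points (limma adjusted p = 9.7e-07). None of these windows had an interaction adjusted p under 0.632.

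Maternal exposure itself was compared at baseline and after challenge. For PM against Sham there were 0 DMRs, with 15003 windows (5.79%) at an unadjusted p under 0.05. For PM-OVA against Sham-OVA there were 0 DMRs, with 15450 windows (5.96%) at an unadjusted p under 0.05. The smallest p without OVA belonged to a window of Cpne8 (ENSMUSG00000052560) on chromosome 15 from 90599829 to 90602964, at 85.3% ± 1.1 (SD, n = 7) in Sham and 88.4% ± 0.942 (SD, n = 7) in PM (limma adjusted p = 0.0789). It passed neither threshold. Its adjusted p was 0.491 to 0.752 under the other alternatives run, and 0.0397 (without Sham replicate 5) to 0.268 (without PM replicate 3) when single libraries were left out.

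To ask whether maternal exposure changed the response to OVA, the DMRs were sorted into categories and the difference between the responses was tested. There were 1187 AAD DMRs, of which 587 (49.5%) were higher after OVA. The 821 Sham-only DMRs were mostly higher (655, or 79.8%), and the 326 PM-only DMRs were mostly lower (231 lower and 95 higher, or 29.1% higher). Direct testing of the interaction gave 0 DMRs, with 19166 windows (7.4%) at an unadjusted p under 0.05. The smallest p was in Neto2 (ENSMUSG00000036902), in a window without exonic bases on chromosome 8 from 85680784 to 85688749, where the difference between the OVA effects was -2.68 points (limma adjusted p = 0.246). Over the fits that left out 1 library, that p ranged from 0.0311 (without Sham-OVA replicate 5) to 0.6 (without Sham replicate 7), so a single library decided whether it was under 0.05, although the difference was too small for a DMR in each fit. Among Sham-only DMRs, 811 of 821 moved in the same direction in PM offspring, with a median difference there of 8.44 points against 11 points in Sham, and 758 (92.3%) had an adjusted p under 0.05 in PM offspring. Among PM-only DMRs, 319 of 326 moved in the same direction in Sham offspring, with a median of 8.8 points against 10.7 points in PM, and 292 (89.6%) had an adjusted p under 0.05 in Sham offspring. An unadjusted interaction p under 0.05 was found for 187 Sham-only (22.8%), 37 PM-only (11.3%) and 19 AAD DMRs (1.6%). A call in only one kind of offspring itself selects for a difference. The smallest limma adjusted p of the interaction was 0.502 among Sham-only and 0.554 among PM-only DMRs. Over the 2334 windows called in either kind of offspring, which share no library, the differences correlated with r = 0.966 and a Spearman's rho of 0.87 across windows. Those windows were selected for a large difference. Over all 259167 tested windows r was 0.879 and Spearman's rho 0.843, and 81.8% moved in the same direction. Thus a DMR called in one kind of offspring and not in the other was not shown to differ between them.

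**Figure D3:**
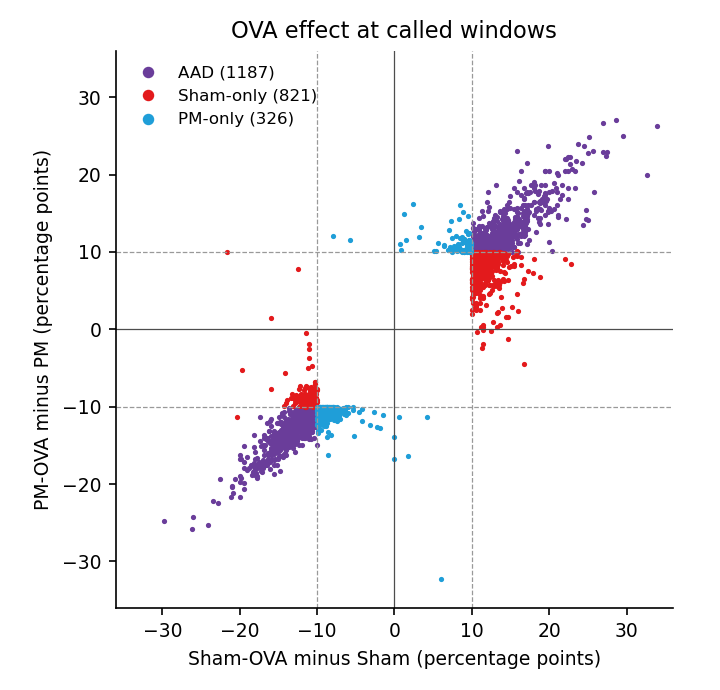
Each point is a window called in at least 1 kind of offspring, with the difference after OVA in Sham offspring on the horizontal axis and in PM offspring on the vertical axis, both in percentage points. Dashed lines mark 10 points, the minimum difference, and 60.7% of the 821 Sham-only and 71.2% of the 326 PM-only DMRs changed by at least 8 points in the other kind of offspring.

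The categories were also called on centred libraries. When each library was centred on the median difference of its windows, Sham-only DMRs numbered 828, of which 74.0% were higher, and PM-only DMRs numbered 293, of which 60.8% were higher. AAD DMRs then numbered 1282, of which 64.4% were higher. The interaction still gave 0 DMRs, with 14545 windows at an unadjusted p under 0.05.

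**Figure D4:**
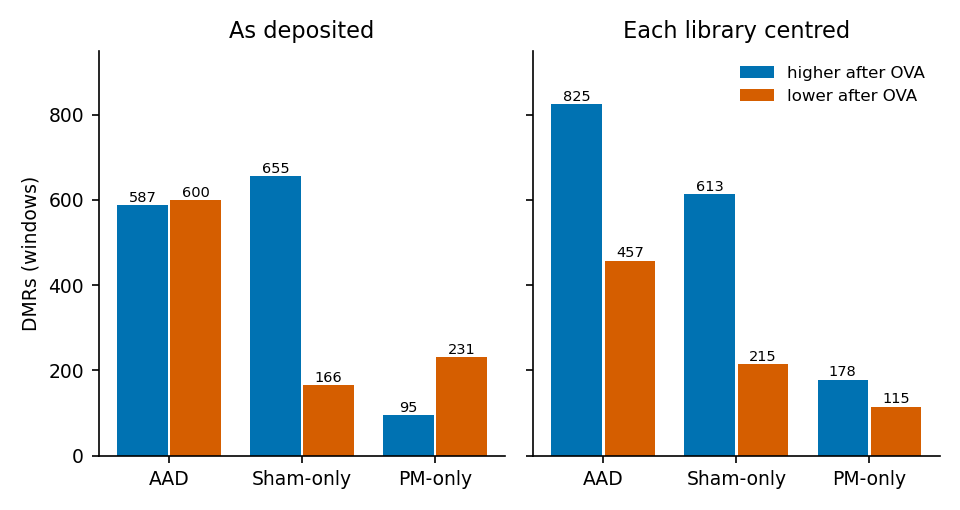
Bars count DMRs that were higher or lower after OVA in each category, for the values as deposited (left) and after each library was centred on the median difference of its windows from the mean of all libraries (right). PM-only DMRs change from 95 higher and 231 lower to 178 higher and 115 lower.

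Because whole lung was sequenced, gene lists for immune and for resident lung cells were compared. Relative to all windows, the 185 windows of the immune list had a mean of -1.41 points ± 0.204 (SD, n = 7) in Sham and -2.76 points ± 0.271 (SD, n = 7) in Sham-OVA, and of -1.45 points ± 0.232 (SD, n = 7) in PM and -2.59 points ± 0.317 (SD, n = 8) in PM-OVA. The fall was -1.34 points in Sham (exact permutation p = 0.000583, adjusted over 6 tests 0.000874, in 7 of 7 libraries) and -1.14 points in PM offspring (exact permutation p = 0.000311, adjusted 0.000874, in 8 of 8 libraries). The 253 windows of the lung structural list rose relative to all windows, by 1.82 points in Sham (exact permutation p = 0.000583, adjusted 0.000874) and by 1.53 points in PM offspring (exact permutation p = 0.000155, adjusted 0.000874). For neither list did the effect differ between Sham and PM offspring, with 0.202 points for the immune list (exact permutation p = 0.3, adjusted 0.3) and -0.285 points for the structural list (exact permutation p = 0.2, adjusted 0.24). With the median in place of the mean over windows, the fall of the immune list was no longer past the threshold, at -0.186 points in Sham and -0.504 points in PM offspring. The immune list held 15 DMRs for OVA in Sham, of which 14 were lower, and 14 for OVA in PM, of which 13 were lower, and these counts were the same adjusted over the list alone. The structural list held 6 and 3 DMRs, of which 5 and 2 were higher, also the same adjusted over the list alone.

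Genes of the methylation machinery were examined as a set of 151 windows. A single window was a DMR for OVA in Sham, in Dnmt3a on chromosome 12 from 3808323 to 3812379, which rose by 10.7 points in Sham and by 8.33 points in PM offspring. For OVA in PM there were 0 DMRs in the set, with 77 windows at an unadjusted p under 0.05. Adjusted over the list alone, the counts were again 1 and 0. For PM without OVA, PM with OVA and the interaction there were 0 DMRs, with 8, 8 and 9 windows at an unadjusted p under 0.05. With adjustment over the list alone, 1 window passed 0.05 for PM without OVA, with a difference too small for a DMR. For PM with OVA and the interaction it was 0 windows. Without a minimum difference, 61 windows of the set had an adjusted p under 0.05 for OVA in Sham (39 higher and 22 lower) and 65 for OVA in PM (30 higher and 35 lower). Relative to all windows, the mean of the set was -1.02 points ± 0.212 (SD, n = 7) in Sham and -0.0778 points ± 0.36 (SD, n = 7) in Sham-OVA, a rise of 0.943 points (exact permutation p = 0.000583, adjusted over 3 tests 0.000874, in 7 of 7 libraries). It was -0.946 points ± 0.051 (SD, n = 7) in PM and 0.0872 points ± 0.263 (SD, n = 8) in PM-OVA, a rise of 1.03 points (exact permutation p = 0.000155, adjusted 0.000466, in 8 of 8 libraries). The rises did not differ between Sham and PM offspring (0.0909 points, exact permutation p = 0.626, adjusted 0.626). Without the subtraction, the median difference over the windows of the set was 0.0387 points in Sham and -0.0784 points in PM offspring. The subtracted mean over all windows itself changed by -0.979 points in PM offspring, so much of the rise there reflects that fall. These tests of the mean were added after the data had been seen. That Dnmt3a window is named because the count was small, after its values were seen.

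The position of DMRs within genes was compared with that of all tested windows of similar length. Exonic sequence was overlapped by 65% of DMRs for OVA in Sham, against 69.9% expected from windows of the same length (adjusted p = 0.0015 over 10000 rotations along the genome), and by 65% of DMRs for OVA in PM, against 69.5% expected (adjusted p = 0.0042). Windows that lay in introns alone made up 33.3% of DMRs for OVA in Sham, against 28.6% expected (adjusted p = 0.0019), and 33.0% of DMRs for OVA in PM, against 29% expected (adjusted p = 0.0095). These differences depended on matching for length, since over all tested windows 64.3% overlapped exonic sequence and 34.3% lay in introns alone. Promoters were overlapped by 22.7% and 23.3% of these DMRs, within the range that the rotations gave (adjusted p = 0.18 and 0.52). The categories did not all follow the contrasts, since promoters were overlapped by 21.2% of Sham-only DMRs, against 24.4% expected (adjusted p = 0.048), and windows in introns alone made up 31.9% of AAD DMRs, against 28.7% expected, which did not pass the threshold (adjusted p = 0.067). DMRs were shorter than tested windows as a whole, with medians of 3143 bp for OVA in Sham and 3208 bp for OVA in PM against 4772 bp. Their median methylation without OVA was also lower, at 54.4% for OVA in Sham and 57.3% for OVA in PM against 76.9%. The expected shares were not matched for methylation level. Differences in level may therefore account for some of the exonic and intronic differences, which was not tested.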

Values the study reported

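The study reported 245,315 windows that overlapped annotated genes. It reported 851 DMRs shared by Sham and PM offspring after OVA, 652 found in Sham offspring only and 252 found in PM offspring only. It gave 50.5% of the shared DMRs and 81.1% of the Sham-only DMRs as increased in methylation, and 69.1% of the PM-only DMRs as decreased. In its principal component analysis of the groups, the first component held 87% and the second 6% of the variance. Between Sham and PM offspring, with or without OVA, it reported no significant DMRs.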

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

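In a Dixon test for a library far from the others of its group, 4 of the 80 library values and named windows tested in this way stood out, which is what chance gives (about 1 in 20). The tests of deeper sequencing and of the overall level of PM replicate 1 were chosen after the result was seen, and the other tests in this part before their result was known.

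Sham replicate 1 stood out on both sex chromosomes. The share of its X chromosome windows under 10 %DNAm was 5.95%, far from the 0.365 to 0.488% of the other Sham libraries, and 1224 windows of the Y chromosome, which the comparisons mostly leave out, had a value there against at most 46 in any other library. Deeper sequencing would leave it with few empty windows, but its 545 empty windows outside the Y chromosome were the most of any library. A small admixture of male DNA would leave X chromosome island promoters near the level of the other libraries, but their median was 0.631% in Sham replicate 1 and 24.8 to 32.9% elsewhere. That is 99.5% of the way from the other libraries to the level of autosomal island promoters, which was 0.498% in the same library. A candidate explanation is that this library came from a male animal, either as such or through a swap of samples, although the series describes female offspring. Its score on component 1, -79.3, was on the side of the unchallenged libraries, and whether it belongs to Sham or PM cannot be read from the table. Component 3 of the libraries, which held 5.88% of the variance, separated this library (-128, the other Sham libraries 1.19 to 19.9), and 55.9% of its squared loadings fell on the X chromosome, which holds 3.15% of the windows. The effect on the DMR counts was small, with 1945 DMRs for OVA in Sham without it against 2008 with it, and 1984 on the autosomes alone.

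PM replicate 1 was far from the other PM libraries at the Rhoh window (56.8%, the others 65.5 to 70.7%) and at the Carmil2 window (24.8%, the others 15 to 18.7%). A higher methylation level of the whole library, whose mean of 70.2% was the highest of all, would raise both, but at the DMRs that fell after OVA in both kinds of offspring it deviated from the PM mean by -2.19 points. Its deviation from the other PM libraries followed the OVA effect measured in the Sham libraries with a slope of 0.242, the highest of the 7 PM libraries (the next was 0.118). The library may therefore lie slightly toward the challenged state at these windows, although its score on component 1 (-57.2) was within the range of the other PM libraries (-64.3 to -56.1). Chance remains open, given the number of flags.

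PM replicate 3 was low at the second Agap2 window (11.7%, the other PM libraries 21 to 27.7%). A change along the Agap2 gene would make it the lowest PM library at the other Agap2 window too, but its value there was 22.5%, within the range of 17 to 30.3% of the PM libraries. Few reads in that window are possible and were not tested, since the table has no coverage, and no other biological explanation was tested.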

How the results depend on the processing

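The counts of DMRs moved with the thresholds and little with the other choices made before the data were examined. At an adjusted p of 1e-06 there were 1031 DMRs for OVA in Sham (43.5% higher) and 919 for OVA in PM (24.9% higher). AAD DMRs then numbered 613 (25.6% higher), Sham-only DMRs 418 and PM-only DMRs 306. The shares that were higher fell to 69.9% of Sham-only and 23.5% of PM-only DMRs. At a minimum difference of 5 points there were 15435 DMRs for OVA in Sham, 15259 for OVA in PM, 10088 AAD, 5345 Sham-only and 5169 PM-only DMRs, with 74.1% of Sham-only and 11.8% of PM-only DMRs higher, and the methylation enzyme list held 13 DMRs for OVA in Sham and 7 for OVA in PM. The counts follow from how these thresholds are built, and the cause of the change in the shares was not tested. Otherwise each count stayed within 1.5 times its value. PM without OVA, PM with OVA and the interaction gave 0 DMRs under every alternative run, leaving out single libraries included, with 14545 windows (centred) to 24919 windows (without Sham-OVA replicate 5) at an unadjusted p under 0.05 for the interaction.

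Centring each library changed directions. The share of higher windows went from 61.9 to 68.2% for OVA in Sham, from 45.1 to 63.7% for OVA in PM, from 49.5 to 64.4% for AAD DMRs, from 79.8 to 74.0% for Sham-only DMRs and from 29.1 to 60.8% for PM-only DMRs. Of the 326 PM-only DMRs, 171 remained PM-only after centring, 18 became AAD and 137 were no longer called. Of the 821 Sham-only DMRs, 579 remained Sham-only and 196 became AAD.

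With the median over windows in place of the mean, the OVA effect on the immune list was -0.186 points in Sham and -0.504 points in PM offspring, no longer past the threshold, and the difference between these effects reversed to -0.318 points, as did that of the structural list to 0.0288 points and the value for the mean of the methylation genes, interaction, to -0.389 points (-0.0227 points over windows with a mean of 10 to 90%). None of these differences was past the threshold before. The cause was not tested. The mean methylation results kept their direction and side of the threshold under the 4 alternatives run for them.

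The variance on component 1 was 40.5% on the percent scale, 37.2% after centring, 38.9% for windows with a mean of 10 to 90%, and 85.0% (88.8% on the percent scale, added later) for the 4 group means, where the spread between libraries is averaged out. Component 2 held 8.79% after centring and 8.55% for the group means. The tests on both components kept their side of the threshold. No test was possible on 4 means.

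Leaving out 1 library at a time, chosen after the data had been seen, gave 1772 to 2419 DMRs for OVA in Sham and 1366 to 1734 for OVA in PM over 29 fits, and each category stayed within 1.5 times its count. The share that was higher ranged from 75.3% (without Sham-OVA replicate 7) to 81.7% for Sham-only DMRs, and from 21.7% (without PM replicate 5) to 34.5% (without PM replicate 1) for PM-only DMRs. The interaction of mean methylation ranged from -0.819 to -0.534 points and passed an unadjusted p of 0.05 in 7 of the 29 fits. The effect of PM with OVA ranged from -0.511 to -0.226 points, and passed that level without Sham-OVA replicate 5 alone. The Cpne8 and Neto2 windows, with differences too small for a DMR, had an adjusted p under 0.05 in 1 fit each, at 0.0397 without Sham replicate 5 and 0.0311 without Sham-OVA replicate 5. The Sgip1 window lost its call in 3 of the fits, without PM replicate 5, PM-OVA replicate 4 or PM-OVA replicate 5.

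The labels number replicates alike in each group, but the numbers do not pair the libraries. The library names carry other numbers, and of 36 pairs with the same library number 2 had deviations from their group means that correlated with r above 0.1, with a median r of 0.0246. Of 42 same-numbered pairs, 3 had deviations from their group means that correlated with r above 0.1, with a median r of 0.0174. With the replicate block there were 2021 DMRs for OVA in Sham, 1513 for OVA in PM, 1188 AAD, 833 Sham-only and 325 PM-only DMRs, and no call among the named windows changed.

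Without the pair of Rel libraries, which could be repeats of animals already in PM-OVA since the labels do not explain the mark, there were 1338 DMRs for OVA in PM, 1067 AAD, 936 Sham-only and 271 PM-only DMRs. Their deviations from the PM-OVA mean correlated with those of no other library of the group at an r above -0.0854, against at most -0.025 in the 78 other pairs of libraries from the same group. The alternative with windows that share no base was not run, since no windows overlap. The depth behind each value is not in the table, so no filter on coverage was possible.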

Other observations

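In this part, the tests of the library-wide level, of a missing response and of unconverted cytosines on the overall mean were chosen only after the result was seen. The counts over other splits of the libraries and the remaining tests were set before their result was known.

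Other splits of the libraries were drawn at random, 100 for each test with the real split included. For OVA in Sham, 1 of the 100 splits gave as many DMRs, which was the real one, and the others gave at most 561. For OVA in PM it was again 1 of 100, with at most 241 in the others, and for AAD DMRs 1 of 100, with 0 in the others. For the maternal comparisons, counts of windows at an unadjusted p under 0.05 as large as the real one were given by 14 of 100 splits for PM without OVA, 25 of 100 for PM with OVA and 10 of 100 for the interaction.

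The categories called in one kind of offspring were as large in many splits that permuted the maternal label. At least 821 Sham-only DMRs were found in 22 of 100 splits (median of the others 494), and at least 326 PM-only DMRs in 69 of 100 (median 474). Such sets arise even where the maternal label is arbitrary. A share as far from 50% as that of Sham-only DMRs came up in 6 of 100 splits, and as that of PM-only DMRs in 24 of 100. The gap of 50.7 points between the shares was matched in 5 of 100 splits, the real one included. A missing response in the other kind of offspring is excluded as an account of the categories as a whole, since Sham-only DMRs had a median difference of 8.44 points in PM offspring.

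The opposite directions of Sham-only and PM-only DMRs may stem partly from the overall level of the libraries. Relative to the mean of all libraries, the median shift of a library averaged 0.227 points in Sham, -0.169 in Sham-OVA, 0.522 in PM and -0.457 in PM-OVA, so that OVA lowered the level more in PM than in Sham offspring, and near a threshold of 10 points such a shift takes rises below it and falls past it. Among PM-only DMRs called after centring, 60.8% were higher. Centring raises each OVA difference in PM offspring, so a move toward rises is built in and its size alone is informative, and 171 of the 326 PM-only DMRs remained in the category, so the share describes a partly different set. It shows that the excess of falls depends on the scaling, not which windows the level affected. Of Sham-only DMRs 74.0% were still higher, against 64.4% of AAD DMRs, where the shares as deposited were 79.8% and 49.5%. Centring raises each OVA difference in Sham offspring too, and rises then outnumbered falls in all categories. The share of 74.0% therefore cannot tell how far the level accounts for the excess of rises among Sham-only DMRs. Whether the level itself is biological cannot be settled here, as the interaction of the means did not pass the threshold. Unconverted cytosines are excluded as the whole source of the fall of -0.979 points with OVA in PM offspring, because the 5 mitochondrial windows, a proxy for unconverted bases, reached at most 0.411% in PM libraries and could not have fallen by as much.

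Component 2 followed the mean methylation of the libraries, with r = 0.764 and a Spearman's rho of 0.739 over 29 libraries (permutation p = 1e-05 and 2e-05, adjusted over 5 relations 2.5e-05 and 3.3e-05). Without the 2 libraries farthest from the median, r was 0.673. Within the groups r was between 0.962 and 0.994.

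The libraries of a group also differed from each other in the direction of the OVA effect. Over the 15 OVA libraries, deviations from the group mean at AAD DMRs that rose and at AAD DMRs that fell were correlated with r = -0.90 and a Spearman's rho of -0.946 (permutation within groups, p = 2e-05 and 1e-05, adjusted over 5 relations 2.5e-05 and 2.5e-05), and with r = -0.851 without the 2 farthest libraries. Within Sham-OVA r was -0.875 and within PM-OVA -0.946. The rising and the falling DMRs averaged 55.5% and 53.5% in Sham-OVA, so a loss of contrast between high and low values would have moved both alike. In the 14 unchallenged libraries r was -0.861 (permutation within groups, p = 0.0003), but there the rising and the falling DMRs averaged 41% and 66.9% in Sham and 41.7% and 66.5% in PM, so that a loss of contrast would also give a negative r and stays open for these libraries. A candidate explanation is that libraries differ in their cell composition, with more leucocytes after OVA, as the fall of the immune list and the rise of the structural list would need. The study counted more eosinophils and lymphocytes in lavage fluid after OVA, but not more macrophages or neutrophils. From RNA it found no difference in cell types between Sham and PM offspring. Those results compare groups and do not measure how libraries of 1 group differ. A change of graded size inside the cells would give the same correlation and was not tested, and the fall of the immune list did not hold for the median over windows.

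Sham-OVA replicate 7 had the lowest score of the OVA libraries on component 1 (12.1, the other Sham-OVA libraries 47.3 to 83.4). At DMRs called in the PM libraries, its difference from Sham had a slope of 0.652 on the effect in PM offspring, the lowest of the 15 OVA libraries, while the other Sham-OVA libraries had at least 0.896. Its mitochondrial windows had the highest methylation of all libraries (0.704%), but unconverted cytosines would raise all windows, and its difference at rising DMRs was 9.30 points, less than in any other Sham-OVA library. A weaker response to the challenge in this animal is a candidate explanation. Without this library Sham-only DMRs numbered 1132 and PM-only DMRs 224, so 1 library moved the balance of the categories.

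In 127 windows the pooled SD within groups was above 10 points, against a median of 1.49 points over all windows. Of these, 53.5% lacked a value in some library, against 0.256% of all windows. If animals differed over a wider stretch, neighbouring windows would deviate together, but the median r with the adjacent window was 0.112 for the 36 variable windows that could be tested and 0.138 for all windows (permutation p = 0.7 over 10000 random sets). Few calls per window would give so low an r, but so would differences between animals confined to 1 window. The test cannot tell these apart, and the 36 windows it covered had a value in every library. The median share of soft-masked (repeat) sequence was 61.4% in variable windows and 22.5% in all windows, so reads placed at the wrong copy of a repeat stay open as well and were not tested. In 4 of the 36 windows r was above 0.5, all chosen after their values were seen, namely Snd1 (chromosome 6 from 28924946 to 28928455, r = 0.782, from 2.31 to 69.2% over the libraries), Gm13849 (chromosome 6 from 31799724 to 31803402, r = 0.757), Slc15a2 (chromosome 16 from 36769001 to 36771824, r = 0.635) and Rnf157 (chromosome 11 from 116389771 to 116390969, r = 0.545).

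The gene named for a window can mislead when DMRs are turned into gene lists. Galnt2l (ENSMUSG00000092329) was named for 1444 tested windows on chromosome 8 from 119958194 to 124347481, and 1002 of them overlap at least 2 genes of GENCODE M21, with 189 other genes in all. There were 22 DMRs for OVA in Sham and 17 for OVA in PM under this name, so a list deduplicated by gene counts them once.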
